A study of Homo sapiens with 24 samples.

How the data were processed

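The values analysed were the authors' deposited gene counts, in the unit count, for 24 libraries. The aligner, the counting program, the strandedness and the annotation release were not stated, and the genome was taken as GRCh38 from the name of the deposited file. The labels conflict on the RNA used: they give polyA RNA in one place and ribosomal RNA removal with the KAPA RiboErase kit (Roche) in another. AM and VM were not spelled out and were read as the atrial and the ventricular condition, because retinoic acid was added at day 4 in the atrial protocol. Differentiation ran for up to 14 days in embryoid bodies with a Wnt-modulating protocol, in a HES3 line with reporters at NKX2-5 (GFP) and NR2F2 (mCherry). Raw reads were not used here.

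Every count column matched a library, with 0 columns unmatched and 0 entries that were not genes. Of 62757 genes, 23919 had no count in any library. Symbols were found for 62686 identifiers (99.99% of counts), and 58318 were in GENCODE 29 (99.59% of counts). Mitochondrial genes held 1.31% to 3.72% of counts per library and the top 10 genes 5.46% to 9.13%. Chi-square per degree of freedom between libraries of a group was 4.57 to 50.7, highest between VM TRAC replicates 1 and 3. Scaling factors by the trimmed mean of M values (TMM) were 0.905 to 1.08. The detection floor of 3 counts equalled 0.403 to 1.03 CPM across libraries. Floors and their folds cover counting error only, not variation between cultures.

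Genes were kept by filterByExpr, which left 17724, and tested with edgeR 4.0.16 quasi-likelihood fits with robust dispersion, TMM scaling and a design with 1 mean per group over all 24 libraries. P values were adjusted by Benjamini-Hochberg over all tested genes within each of 13 comparisons, 6 of a targeted group with TRAC, 4 of AM with VM and 3 interactions, and a gene was called below 0.05. Log2 fold changes are the fitted ones. CPM in the text use the TMM-scaled library sizes. The biological coefficient of variation was 25.0%, or 16.9% with a replicate block and 14.3% with a separate block in each condition, with 16, 14 and 12 residual degrees of freedom.

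Marker lists were written from general knowledge of heart development before any value was seen. The 13 lists held 145 entries, of which 10 were not tested, and 1 gene stood on more than 1 list. Genes tested numbered 20 for cardiomyocyte, 10 atrial, 10 ventricular, 12 epicardial, 12 fibroblast, 8 smooth muscle, 10 endothelial, 10 endoderm, 7 second heart field, 6 neural, 7 pluripotency, 12 cell cycle and 11 retinoic acid response. They were tested on log2 CPM with a prior count of 2, by fry and camera of limma 3.58.1, with p values adjusted over 130 tests. The list effect is the mean difference in log2 CPM over the genes of the list. Interactions of the lists, 39 tests, were added after the data were seen.

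Alternatives chosen in advance were scaling by relative log expression, scaling to library size alone, no filter, a filter at 1 CPM in 3 libraries, DESeq2 1.42.0, only the groups compared, a replicate block, and leaving out each library in turn. For the lists they were camera with a preset correlation of 0.01 and with an estimated one. For similarity they were a limit at log2 CPM 3, scaling by relative log expression, and leaving out each replicate number. A replicate block within each condition, a block with correction for gene length, and the list interactions were chosen after seeing the data. Ranges given over the settings do not include the fits with 1 library left out, which are given apart.

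Whether replicates with the same number belong together was checked once. Over 11428 genes at log2 CPM 3 or more, deviations from the group mean correlated by 0.12 to 0.79 between libraries of the same number in the 10 pairs of groups that were compared, and by 0.2 or more between a targeted group and its control. Other pairs of groups were not checked. Libraries of the same number were therefore treated as paired in the block, although what the number stands for was not stated.

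The model was tested on simulated counts with 200 changed genes, 100 at each of 2 sizes, log2 fold changes of 1 and 2. Without a replicate shift it recovered 82 and 94 of them with 10 false calls, and with no changed genes it made 0 calls. With simulated replicate shifts it recovered 5 and 81 (0 false), with the block 33 and 91 (1 false), and with a block in each condition 80 and 100 (11 false). In a comparison with no changed genes, 4.62% of genes had an unadjusted p under 0.05 without a replicate shift. With simulated shifts this share was 0.976% without a block, 1.52% with the replicate block and 4.78% with a block in each condition. Under such shifts the first 2 of these fits were thus conservative. For lists, 0 of 100 unchanged lists had a fry p under 0.05, with simulated replicate shifts and no block. This is fewer than a calibrated test would give, so the test was conservative there. The lists were drawn at random from genes simulated independently, so marker genes that move together were not covered.

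Genes were named by a rule set in advance. In each comparison with TRAC and in AM TRAC against VM TRAC it named the 3 called genes that rose most and the 3 that fell most, with at least 50 counts in every library of the higher group and no overlap of the groups' CPM. In the interactions it named the 2 largest called genes with 50 counts in every library of a group. It added the targeted genes and the genes of the marker lists. All others were chosen after their values were seen, among them NELL2 in VM ZNF711, which missed the 50-count limit in 1 library (45 counts). Software was R 4.3.3, Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

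Positions are from GENCODE 29 on GRCh38. The targeted genes were LHX2 (ENSG00000106689.11, chromosome 9, 124001670 to 124033301), ZNF503 (ENSG00000165655.17, chromosome 10, 75397830 to 75401906), ZNF711 (ENSG00000147180.17, chromosome X, 85244032 to 85273362) and TRAC (ENSG00000277734.8, chromosome 14, 22547506 to 22552154). Genes named for VM ZNF711 and the interaction were NELL2 (ENSG00000184613.11, chromosome 12, 44508275 to 44921848), PAX6 (ENSG00000007372.25, chromosome 11, 31784779 to 31818062), NR2F2-AS1 (ENSG00000247809.11, chromosome 15, 96110040 to 96327361), NR2F2 (ENSG00000185551.15, chromosome 15, 96325938 to 96340263), MAPK4 (ENSG00000141639.12, chromosome 18, 50560078 to 50731824), ADPRHL1 (ENSG00000153531.15, chromosome 13, 113399610 to 113453524) and CADM1 (ENSG00000182985.18, chromosome 11, 115169218 to 115504957).

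Genes named for AM against VM were STAB2 (ENSG00000136011.15, chromosome 12, 103587273 to 103766727), HOXA3 (ENSG00000105997.23, chromosome 7, 27106184 to 27152581), RFX6 (ENSG00000185002.10, chromosome 6, 116877212 to 116932163), APOA4 (ENSG00000110244.7, chromosome 11, 116820700 to 116823306), AHSG (ENSG00000145192.13, chromosome 3, 186612923 to 186621318), APOC3 (ENSG00000110245.12, chromosome 11, 116829706 to 116833072), NR2F1 (ENSG00000175745.15, chromosome 5, 93583224 to 93594615), NPPA (ENSG00000175206.11, chromosome 1, 11845709 to 11848345), KCNA5 (ENSG00000130037.5, chromosome 12, 5043989 to 5046788), MYL2 (ENSG00000111245.17, chromosome 12, 110910819 to 110920722) and IRX4 (ENSG00000113430.10, chromosome 5, 1877413 to 1887236).

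Genes called with the replicate block in the ZNF711 comparisons were VCAN (ENSG00000038427.16, chromosome 5, 83471465 to 83582303), PDE10A (ENSG00000112541.19, chromosome 6, 165327287 to 165988078), ID2 (ENSG00000115738.10, chromosome 2, 8678845 to 8684453), CGNL1 (ENSG00000128849.11, chromosome 15, 57375967 to 57550727), TBX3 (ENSG00000135111.16, chromosome 12, 114670254 to 114684164), SIAH3 (ENSG00000215475.5, chromosome 13, 45777243 to 45851736), CHCHD10 (ENSG00000250479.9, chromosome 22, 23765834 to 23768443), TPBG (ENSG00000146242.9, chromosome 6, 82363206 to 82370828), TPX2 (ENSG00000088325.16, chromosome 20, 31739271 to 31801805) and EYA1 (ENSG00000104313.20, chromosome 8, 71197433 to 71592025).

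Remaining named genes were AFP (ENSG00000081051.8, chromosome 4, 73431138 to 73456174), ZNF703 (ENSG00000183779.7, chromosome 8, 37695751 to 37700021), CXCL14 (ENSG00000145824.13, chromosome 5, 135570679 to 135579279), OST4 (ENSG00000228474.6, chromosome 2, 27070472 to 27071773), MYL6 (ENSG00000092841.19, chromosome 12, 56158161 to 56163496), PURPL (ENSG00000250337.9, chromosome 5, 27472292 to 27496401), ERO1A (ENSG00000197930.13, chromosome 14, 52639916 to 52695900), ZNF503-AS1 (ENSG00000226051.10, chromosome 10, 75269819 to 75373500), ZNF503-AS2 (ENSG00000237149.5, chromosome 10, 75401519 to 75408982), MT-RNR1 (ENSG00000211459.2, chromosome M, 648 to 1601), MT-RNR2 (ENSG00000210082.2, chromosome M, 1671 to 3229), RN7SL1 (ENSG00000276168.1, chromosome 14, 49586580 to 49586878) and RMRP (ENSG00000277027.1, chromosome 9, 35657754 to 35658017).

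Left out were splicing, variants and allele use, which counts per gene do not carry, any check of the guide sites, and pathway databases.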

Results

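Bulk RNA sequencing counts were analysed for 24 libraries from HES3 human embryonic stem cells that had been differentiated toward heart muscle as embryoid bodies. The libraries formed 8 groups of 3, with replicates numbered 1, 2 and 3 in each group. Cells labelled for a CRISPR-Cas9 knockout of LHX2, ZNF503 or ZNF711, or of the control target TRAC, were each taken through 2 conditions, AM and VM, read here as the atrial and the ventricular protocol. Total counts for replicates 1, 2 and 3 were 2899786, 3686010 and 5093067 in AM LHX2, 5693509, 5338277 and 5338741 in AM ZNF503, 4745280, 5134066 and 3855267 in AM ZNF711, and 5340447, 6353517 and 5548351 in AM TRAC. In the VM condition they were 5209349, 4867328 and 5177372 in VM LHX2, 4194908, 5085687 and 4976701 in VM ZNF503, 3948958, 5618223 and 5240101 in VM ZNF711, and 4726431, 5015978 and 7438010 in VM TRAC. The median was 5113566 counts per library. Between 22261 and 25454 genes had a count in a library, and 17724 genes entered the tests. The groups, the comparisons and the alternative settings named below as chosen in advance were fixed before the data were examined.

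The first question was whether the RNA of each targeted gene differed from the TRAC control in the same condition. LHX2 was barely counted in any group, with 3, 2 and 11 counts in AM LHX2 against 3, 4 and 13 in AM TRAC, and 8, 2 and 14 in VM LHX2 against 9, 18 and 27 in VM TRAC. LHX2 counts in the remaining groups were 20, 18 and 34 in AM ZNF503, 12, 15 and 11 in VM ZNF503, 0, 4 and 1 in AM ZNF711, and 28, 24 and 21 in VM ZNF711. The fitted log2 fold changes of LHX2 were 0.08 (standard error 0.75, edgeR adjusted p 0.994) in AM LHX2 and −1.01 (standard error 0.68, edgeR adjusted p 1) in VM LHX2. Leaving out 1 library at a time reversed the AM value in 3 fits, within a range of −0.67 to 1.05. The lowest value, −0.67, came without AM LHX2 replicate 3. The AM values were −0.25 without AM TRAC replicate 1 and −0.23 without AM TRAC replicate 2. The VM value ran from −1.68 without VM LHX2 replicate 3 to −0.58 without VM LHX2 replicate 2.

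ZNF503 RNA was higher, not lower, in the libraries labelled ZNF503. Values in CPM, counts scaled to a common library size, were 255, 367 and 270 in AM ZNF503 against 103, 111 and 123 in AM TRAC, with means of 297 (SD 60.7) and 112 (SD 9.79). In the VM condition they were 45.3, 42.7 and 19.1 against 8.82, 14.7 and 16.2, with means of 35.7 (SD 14.4) and 13.2 (SD 3.91). All 3 libraries lay above all 3 controls in each condition, with log2 fold changes of 1.40 (standard error 0.27, edgeR adjusted p 0.295) and 1.42 (standard error 0.30, edgeR adjusted p 1). Testing without a filter moved these calls most, with edgeR adjusted p values of 7.04e-10 in AM and 3.04e-07 in VM. The error rate of the fit without a filter was not tested on simulated counts. Over the settings that kept all libraries they ran from 7.04e-10 to 0.608 in AM and from 3.04e-07 to 1 in VM. With 1 library left out, the edgeR adjusted p was 0.669 or higher in every AM fit. In VM the lowest was 0.022, without VM ZNF503 replicate 3. Because the direction of the targeted RNA was upward, ZNF503 names a label below and not a loss of the gene, and the direction of any change in them is given relative to TRAC only.

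ZNF711 RNA was lower in the ZNF711 libraries, without a call. CPM were 55.8, 41.1 and 31.2 in AM ZNF711 against 55.5, 60.3 and 47.4 in AM TRAC, a log2 fold change of −0.34 (standard error 0.19, edgeR adjusted p 1) that separated 2 of the 3 libraries from every control. In the VM condition they were 32.9, 33.9 and 25.9 against 48.0, 37.5 and 34.6, a log2 fold change of −0.37 (standard error 0.19, edgeR adjusted p 0.567) with all 3 libraries below every control. With 1 library left out the ZNF711 value ran from −0.58 to −0.17 in AM and from −0.49 to −0.22 in VM. In the libraries labelled ZNF503, ZNF711 RNA had 0.04 (standard error 0.19) in AM and −0.28 (standard error 0.19) in VM. The latter was near the −0.37 of VM ZNF711. TRAC itself had between 0 and 19 counts in every library and was not tested. RNA level alone leaves the protein unmeasured, so none of these values measures how complete a knockout was.

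**Figure D1:**
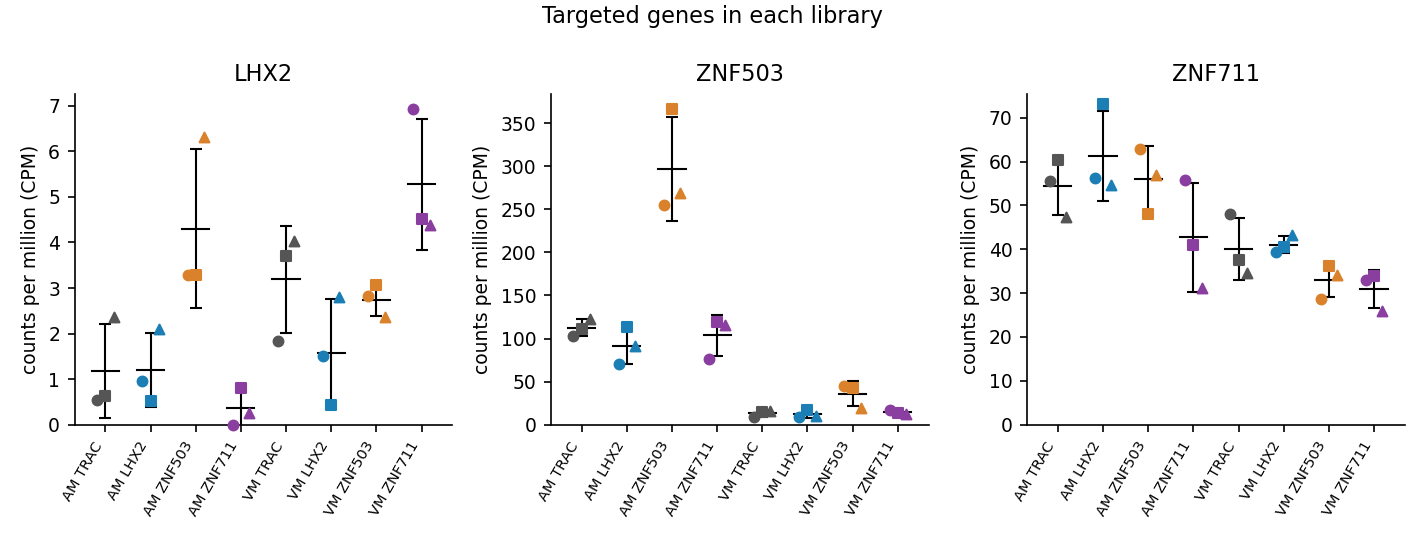
CPM of LHX2, ZNF503 and ZNF711 (y axis, 1 panel per gene) in each of the 8 groups (x axis), with 1 point per library and bars for the mean and SD. ZNF503 lies above the TRAC control in the libraries labelled ZNF503 in both conditions.

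Condition separated the libraries more than genotype did. In a principal component analysis of the 1000 most variable genes, the first component held 63.9% of the variance and placed all AM libraries between −42.1 and −27.8 and all VM libraries between 21.7 and 48.5. The second component held 14.6%. Along it, VM replicate 3 of every genotype and all VM ZNF711 libraries lay between −31.4 and −3.5, and replicates 1 and 2 of the remaining VM groups lay between 23.1 and 33.2. The median Spearman correlation between libraries was 0.969 within a group (24 pairs) and 0.969 between genotypes of the same condition (108 pairs). Among these last pairs it was 0.975 for libraries with the same replicate number (36 pairs) and 0.966 for different numbers (72 pairs). Between conditions it was 0.934 (144 pairs).

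**Figure D2:**
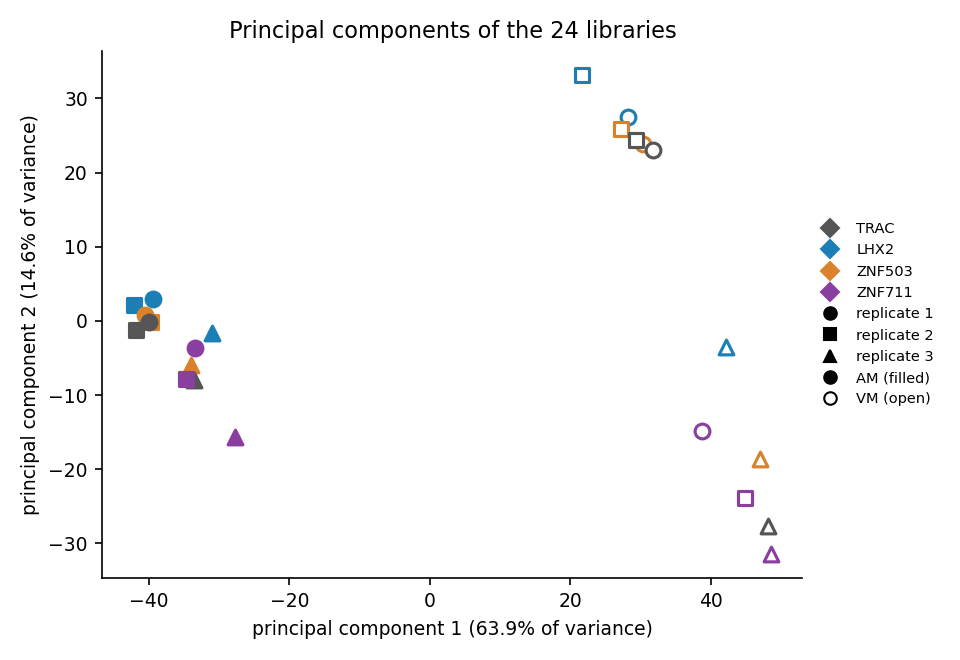
First (x axis, 63.9% of variance) and second (y axis, 14.6%) principal components of log2 CPM of 1000 genes, with colour for genotype, filled markers for AM, open markers for VM, and circle, square and triangle for replicates 1, 2 and 3. AM and VM part along the first component, and VM replicate 3 lies with VM ZNF711 along the second.

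Comparing AM TRAC with VM TRAC answered how the conditions differed without targeting of a developmental gene. Of 17724 genes, 2003 differed (edgeR adjusted p below 0.05), 1096 higher and 907 lower in AM, a share of 54.7% higher, and 1216 of them changed at least 2-fold. The share higher was 63% with scaling to library size alone and 51.3% with scaling by relative log expression. Of the settings chosen in advance, the replicate block raised the count most, to 3430 genes, 1800 higher and 1630 lower, of which 2001 were among the 2003. Fitting only the 2 groups compared lowered it most, to 995 genes. Leaving out 1 library at a time gave 1147 to 1812 genes, the lowest without AM TRAC replicate 2.

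By the rule set for naming genes, the largest rises were STAB2, HOXA3 and RFX6 and the largest falls APOA4, AHSG and APOC3. STAB2, HOXA3 and RFX6 had no counts in any of the 3 VM TRAC libraries. Against the detection floor there of 0.619 CPM, their AM TRAC means of 59.4 CPM (SD 24.7), 14.8 CPM (SD 3.97) and 11.5 CPM (SD 0.377) were at least 96-fold, 24-fold and 18.6-fold higher, and each of the 3 AM TRAC libraries lay above that floor for each gene. Their edgeR adjusted p values were 0.00244, 1.29e-06 and 5.29e-07. APOA4 had a log2 fold change of −7.96 (standard error 1.81, edgeR adjusted p 0.00809), with means of 6.33 CPM (SD 9.98) in AM TRAC and 1551 CPM (SD 2086) in VM TRAC. AHSG had −7.78 (standard error 1.5, edgeR adjusted p 0.0024; 5.01 CPM, SD 7.97, against 1079 CPM, SD 1236), and APOC3 had −6.83 (standard error 1.44, edgeR adjusted p 0.00491; 2.18 CPM, SD 2.89, against 240.5 CPM, SD 296). All 3 AM TRAC libraries lay below all 3 VM TRAC libraries for these genes.

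Fitting only the groups compared moved the falls most, with edgeR adjusted p values of 0.0767 for APOA4, 0.0562 for AHSG and 0.0607 for APOC3. Over all settings they ran from 6.5e-246 to 0.0767, from 7.47e-231 to 0.0562 and from 7.16e-155 to 0.0607. In VM TRAC the SD of each of these genes exceeded its mean. The lower ends therefore do not reflect the spread between cultures and add no support. Without AM TRAC replicate 2 the APOA4 value was −7.41 with an edgeR adjusted p of 0.0512. With 1 library left out, APOA4 ran from −11.31 to −5.80, AHSG from −11.24 to −6.22 and APOC3 from −8.82 to −5.03. The lower end came without AM TRAC replicate 3 and the upper end without VM TRAC replicate 3. AHSG and APOC3 kept their calls in these fits.

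The marker lists asked which cell identities differed between the conditions. Their tests used fry, adjusted over 130 tests of 13 lists in 10 comparisons. In AM TRAC against VM TRAC the atrial list rose by a mean log2 fold change of 2.95 (9 of 10 genes up, fry adjusted p 1.06e-08) and the ventricular list fell, with −1.67 (1 of 10 genes up, fry adjusted p 1.18e-05). The retinoic acid response list rose by 0.81 (7 of 11 up, fry adjusted p 2.32e-07), the second heart field list by 0.78 (4 of 7 up, fry adjusted p 0.000628), the fibroblast list by 0.96 (10 of 12 up, fry adjusted p 0.0038), the endothelial list by 0.68 (10 of 10 up, fry adjusted p 0.0038) and the smooth muscle list by 1.12 (5 of 8 up, fry adjusted p 0.0365). Without a block no call was made for the cardiomyocyte list (−0.73, 2 of 20 up, fry adjusted p 0.14), the epicardial list (0.81, 0.15), the neural list (0.29, 0.0991), the pluripotency list (−0.73, 0.101) or the cell cycle list (−0.14, 0.689). A block in each condition, added after seeing the data, called the first 3 of these, with adjusted p values of 0.0124 (0.00159 with preset and 0.557 with estimated correlation in camera), 0.0372 (0.0372 to 0.594 over the settings) and 0.0209 (0.0209 to 0.557). The endoderm list had −0.86 (4 of 10 up) with a fry adjusted p of 0.689, and 0.0228 with the replicate block (0.0228 to 0.871 over the settings).

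Camera with its estimated correlation moved the list results most. It gave adjusted p values of 0.0683 for the ventricular list (range over settings 1.32e-06 to 0.0683) and 0.248 for the retinoic acid response list (6.02e-08 to 0.248). With the preset correlation the retinoic acid response list had 0.0503. The ranges were 1.63e-11 to 0.0104 for the atrial list, 4.94e-06 to 0.481 for second heart field, 0.000707 to 0.291 for fibroblast, 3.42e-05 to 0.275 for endothelial and 0.00101 to 0.546 for smooth muscle. Of the 26 list calls in the 4 comparisons of AM with VM, 17 held under camera with the preset correlation and 6 with the estimated correlation. The replicate block made 33 calls and the added block in each condition 40, of 52 tests.

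Single genes of these lists changed in the same directions. NR2F2 had a log2 fold change of 3.91 (standard error 0.31, edgeR adjusted p 1.17e-08), NR2F1 6.62 (1.38e-05), KCNA5 2.48 (1.9e-05), IRX4 −6.22 (1.68e-06) and MYL2 −5.00 (0.00393), and all 3 AM TRAC libraries lay on the same side of all 3 VM TRAC libraries for NR2F2 and IRX4. NPPA, on the atrial list, had −1.39 and was not called (0.259). ZNF503 itself was higher in AM TRAC by 3.07 (standard error 0.30, edgeR adjusted p 3.38e-07). Adjusted over all genes, 60 list genes were called, and adjusted over the lists alone 74. For the cardiomyocyte list these counts were 8 and 11, for atrial 9 and 9, for ventricular 7 and 8, and for retinoic acid response 4 and 7.

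Comparing AM with VM within each of LHX2, ZNF503 and ZNF711 answered whether the conditions differed in the same way there. Without and with the replicate block, 1517 and 2781 genes differed in LHX2, 1571 and 2642 in the libraries labelled ZNF503, and 2345 and 4150 in ZNF711. The blocked sets held 1515, 1569 and 2345 of the unblocked genes. The higher and lower genes numbered 830 and 687 in LHX2, 845 and 726 in ZNF503, and 1207 and 1138 in ZNF711. Scaling to library size alone moved the share higher in AM from 54.7% to 65.9% in LHX2 and from 53.8% to 64.7% in ZNF503. In ZNF711 the share was 51.5%, with 57.9% under library size alone and 49.2% under relative log expression. With the replicate block it was 48.8% (2024 higher and 2126 lower). The larger direction there therefore depended on the scaling and on the block. Leaving out 1 library gave 902 to 1272 genes in LHX2 (902 without AM LHX2 replicate 2 and 1011 without AM LHX2 replicate 1), and 1031 to 1274 in ZNF503 (1031 without AM ZNF503 replicate 1). In ZNF711 it gave 1331 to 2125, with 1331 without VM ZNF711 replicate 3, 1356 without AM ZNF711 replicate 2 and 1525 without VM ZNF711 replicate 2.

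The atrial list was higher in AM by 2.9 in LHX2 (fry adjusted p 1.06e-08), 2.83 in ZNF503 (1.06e-08) and 2.16 in ZNF711 (2.32e-07), and the ventricular list was lower with −1.85 (2.49e-06), −2.03 (6.72e-07) and −0.99 (0.00667). The retinoic acid response list was higher by 0.57, 0.60 and 0.60. The cardiomyocyte list was lower in AM in LHX2 (−0.96, 3 of 20 genes up, fry adjusted p 0.037) and in ZNF503 (−1.25, 2 of 20 up, 0.00667), and was higher without a call in ZNF711 (0.44, 17 of 20 up, 0.159; 0.0135 with a block in each condition, 0.0081 to 0.594 over the settings). Tested directly in an interaction added after seeing the data, its ZNF711 effect differed between AM and VM by 1.18 without a call (fry adjusted p 0.296, and 0.185 with the replicate block, 7.77e-16 to 0.296 over the settings). Some lists were not called without a block and were called with the replicate block, most of them also with a block in each condition and cell cycle also with camera at the preset correlation. Smooth muscle had 0.95 in LHX2 (fry adjusted p 0.194 without and 0.0315 with the block, 0.0315 to 0.733 over the settings), 0.94 in ZNF503 (0.202 and 0.0436, 0.0436 to 0.832) and 0.84 in ZNF711 (0.0719 and 0.0053, 0.0053 to 0.594). Cell cycle had −0.49 in LHX2 (0.0991 and 0.0365, 0.00482 to 0.484) and −0.53 in ZNF503 (0.0601 and 0.0211, 0.00102 to 0.42), and endoderm had −1.15 in ZNF711 (0.464 and 0.00774, 0.00774 to 0.78).

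Each targeted group in AM was compared with AM TRAC to ask what changed in the atrial condition. No gene was called in AM LHX2, where 1372 genes had an unadjusted p under 0.05 and the lowest edgeR adjusted p was 0.131. None was called in AM ZNF503 (309 genes at unadjusted p under 0.05, lowest edgeR adjusted p 0.295) or in AM ZNF711 (618, lowest edgeR adjusted p 1). As shares of the tested genes these counts were 7.74% in AM LHX2, 1.74% in AM ZNF503 and 3.49% in AM ZNF711. Unchanged genes give a share of 0.05 in a calibrated test, and AM ZNF503 and AM ZNF711 lay under it. The absence of calls without a block therefore does not rule out a change. Of the settings chosen in advance, the replicate block moved AM LHX2 most, to 201 genes, 81 higher and 120 lower, and a block in each condition, added after seeing the data, gave 552. Fitting only the groups compared gave 167 genes there, no filter gave 97 and DESeq2 gave 37.

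With the block, genes called lower in AM LHX2 were shorter (median 2849 bp) than genes called higher (7548 bp), and length is examined below. The 4 genes with the lowest blocked p in AM LHX2 were OST4, MYL6, PURPL and ERO1A, each chosen after its values were seen. OST4 had a blocked log2 fold change of −0.96 (standard error 0.13, edgeR adjusted p 0.000297; 42.2 against 82.1 CPM), MYL6 −0.84 (standard error 0.12, 0.000297; 275 against 490 CPM), PURPL 1.01 (standard error 0.16, 0.00214; 67.4 against 34.0 CPM) and ERO1A 0.79 (standard error 0.13, 0.00336; 138.5 against 79.5 CPM).

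With the replicate block, 1 gene was called in AM ZNF503, and it was ZNF703, chosen after its values were seen. It had a log2 fold change of 0.87 and an edgeR adjusted p of 0.0387 (0.000706 to 1 over the settings), with means of 161 CPM (SD 38.7) against 88.4 CPM (SD 14.3) and all 3 libraries above all 3 controls. The 7 genes called with the block in AM ZNF711 were TBX3 (0.86), CHCHD10 (0.72) and ID2 (0.61), which were higher, and SIAH3 (−1.76), PDE10A (−1.0), VCAN (−0.69) and CGNL1 (−0.55), which were lower, all of them chosen after their values were seen. Testing without a filter moved the remaining AM counts most, to 16 genes in ZNF503 and 99 in ZNF711.

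The same comparisons in VM asked what changed in the ventricular condition. No gene was called in VM LHX2 (463 genes, 2.61%, at unadjusted p under 0.05, lowest edgeR adjusted p 0.837). None was called in VM ZNF503 (274, 1.55%, lowest edgeR adjusted p 1). Both shares lay under 0.05, so here too the absence of calls does not rule out a change. In VM ZNF711, 3 genes were called. The replicate block gave 1, 0 and 402 genes, with 598 genes at unadjusted p under 0.05 for the 0 in VM ZNF503. The 402 genes in VM ZNF711 were 221 higher and 181 lower. The 1 gene in VM LHX2 was CXCL14, chosen after its values were seen, with a blocked log2 fold change of −1.93 (standard error 0.33, edgeR adjusted p 0.0343, and 0.837 without the block), and means of 5.61 CPM (SD 2.06) against 21.2 CPM (SD 5.33). Leaving out VM LHX2 replicate 1 gave 1 gene in VM LHX2, with 564 at unadjusted p under 0.05. Leaving out VM ZNF503 replicate 3 gave 1 gene in VM ZNF503, ZNF503 itself, at 1.73 with an edgeR adjusted p of 0.022.

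Among settings chosen in advance that kept all libraries, testing without a filter moved the VM counts most, to 136 genes in LHX2, 4 in ZNF503 and 495 in ZNF711. DESeq2 gave 59 genes in VM ZNF711, and a block in each condition, added after seeing the data, gave 1485. Fitting only the 2 groups compared gave 0 there, with 893 genes at unadjusted p under 0.05. Leaving out VM TRAC replicate 3 gave 637 genes in VM ZNF711, and leaving out VM TRAC replicate 2 or VM ZNF711 replicate 1 gave 1 gene each.

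**Figure D3:**
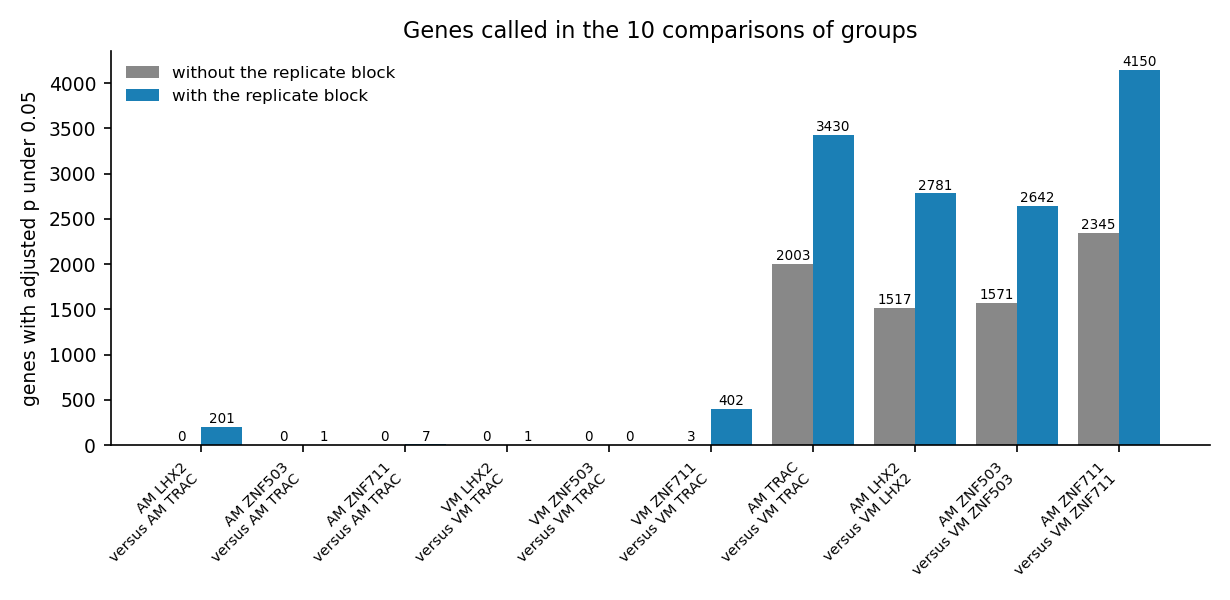
Number of genes with adjusted p below 0.05 (y axis) in 10 comparisons (x axis), in grey without and in blue with the replicate block. The block raises the counts of AM LHX2 and VM ZNF711 most among the comparisons with TRAC.

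The 3 genes called in VM ZNF711 were NELL2, NR2F2-AS1 and PAX6. PAX6 is on the neural list, and the other 2 were chosen after their values were seen. NELL2 had 15.1, 12.8 and 9.40 CPM (61, 68 and 45 counts) against 1.23, 1.03 and 1.04 CPM (6, 5 and 7 counts), means of 12.4 CPM (SD 2.86) and 1.1 CPM (SD 0.112). Its log2 fold change was 3.47 (standard error 0.33, edgeR adjusted p 1.81e-06). NR2F2-AS1 had 9.15, 4.89 and 4.81 CPM (37, 26 and 23 counts) against 2.46, 0.825 and 0.745 CPM (12, 4 and 5 counts), and a log2 fold change of 2.24 (standard error 0.35, edgeR adjusted p 0.0121). PAX6 had 19.5, 13.7 and 5.43 CPM (79, 73 and 26 counts) against 0, 0 and 1.79 CPM (0, 0 and 12 counts), and 4.19 (standard error 0.73, edgeR adjusted p 0.0352). All 3 VM ZNF711 libraries lay above all 3 controls for each gene.

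Fitting only the groups compared moved these calls most, with edgeR adjusted p values of 0.243 for NELL2, 0.735 for NR2F2-AS1 and 0.729 for PAX6. Over the settings they ran from 2.2e-14 to 0.243, from 8.7e-07 to 0.735 and from 1.94e-09 to 0.729. With 1 library left out, NELL2 kept its call in every fit, between 3.29 and 3.63. NR2F2-AS1 ran from 1.86 to 2.95 and lost its call without VM TRAC replicate 2 (2.01, edgeR adjusted p 0.264) and without VM ZNF711 replicate 1 (1.86, 0.162). PAX6 ran from 3.68 to 8.97 and lost its call without VM TRAC replicate 1 (3.68, 0.196), VM TRAC replicate 2 (3.68, 0.32), VM ZNF711 replicate 1 (3.75, 0.163) and VM ZNF711 replicate 2 (4.15, 0.144).

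NR2F2, which overlaps NR2F2-AS1 on the opposite strand, had 80.1 CPM (SD 5.06) in VM ZNF711 against 30.3 CPM (SD 16.5), a log2 fold change of 1.39 (standard error 0.29) with edgeR adjusted p values of 0.0999 without and 0.0066 with the replicate block, and 1.29e-06 with a separate block in each condition. Reads were not assigned by strand in any way stated, so the pair of genes cannot be separated where they overlap. Replicate 3 over replicates 1 and 2 of VM TRAC, LHX2 and ZNF503 had a log2 ratio of 1.04 for NR2F2 and −0.32 for NR2F2-AS1. NR2F2 thus also rose without targeting of ZNF711, and how much of the 1.39 follows that shift was not tested. Other blocked calls in VM ZNF711 were TPBG (1.51, edgeR adjusted p 0.00135) and TPX2 (0.98, 0.00172), chosen after their values were seen, and EYA1 of the second heart field list (1.52, 0.00264).

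**Figure D4:**
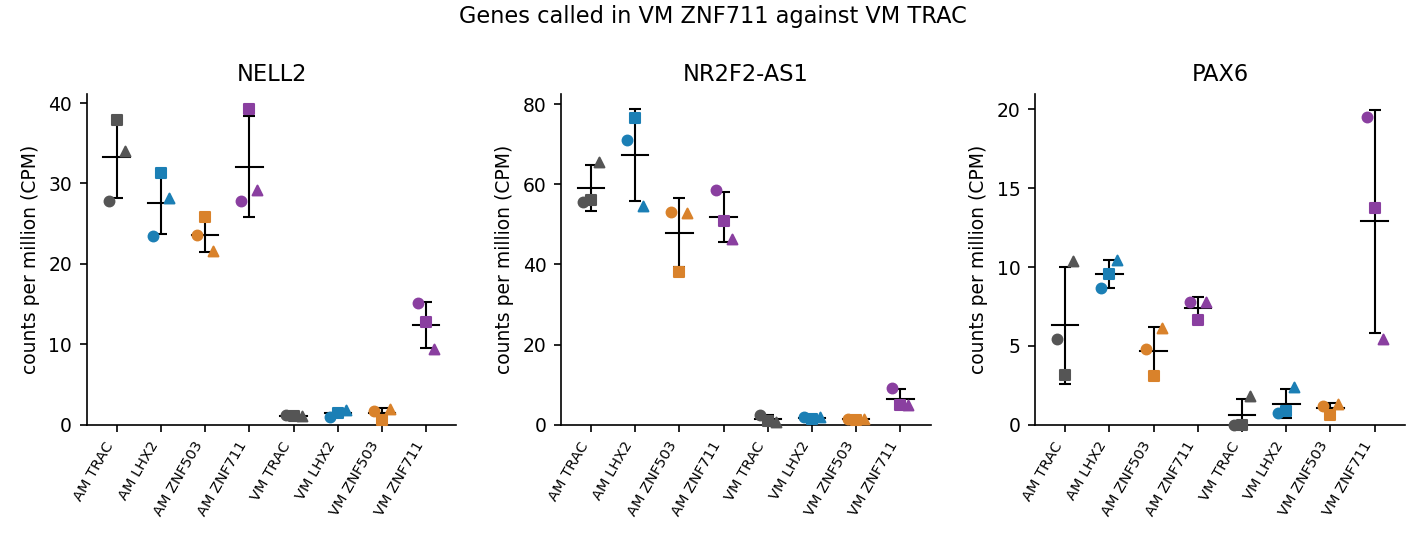
CPM of NELL2, NR2F2-AS1 and PAX6 (y axis, 1 panel per gene) in each of the 8 groups (x axis), with 1 point per library and bars for the mean and SD. All 3 genes are higher in VM ZNF711 than in VM TRAC.

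The same 13 lists were tested in the 6 comparisons with TRAC to ask whether cell identity shifted. Of 78 tests, 4 were called, all in VM ZNF711: second heart field 0.51 (5 of 7 genes up, fry adjusted p 0.0241, range over settings 0.00178 to 0.258), neural 0.98 (4 of 6 up, 0.0241, 0.0133 to 0.258), pluripotency 0.51 (6 of 7 up, 0.00865, 0.00352 to 0.155) and cell cycle 0.74 (12 of 12 up, 0.00925, 1.7e-09 to 0.177). All 4 held under camera with the preset correlation, which called 24 of the 78, and none held with the estimated correlation. Of 9 settings, the estimated correlation included, 2 lost the call of second heart field, 3 of neural, 2 of pluripotency and 2 of cell cycle. The replicate block called 12 of the 78, and a block in each condition, added after seeing the data, 18. Without a block, the lowest fry adjusted p in the other comparisons was 0.0841 in AM LHX2, 0.428 in AM ZNF503, 0.0589 in AM ZNF711, 0.194 in VM LHX2 and 0.159 in VM ZNF503.

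The endothelial list was lower without a call in AM LHX2 (−0.36, 0 of 10 genes up, fry adjusted p 0.0841), AM ZNF711 (−0.44, 1 of 10 up, 0.0589) and VM ZNF503 (−0.32, 0 of 10 up, 0.159), with all 3 replicate pairs lower in each. The replicate block made no call there (0.0803, 0.0548 and 0.147). The block in each condition, added after seeing the data, called all 3 (0.00257, 0.00162 and 0.00948), as did camera with the preset correlation (0.000252, 5.62e-07 and 1.12e-05) but not with the estimated one (0.291, 0.229 and 0.258). Values in AM ZNF503, VM LHX2 and VM ZNF711 were −0.21, −0.14 and −0.06 (fry adjusted p 0.428, 0.573 and 0.847). All 3 replicate pairs were lower in each of these as well. The signs of the pairs, taken against shared TRAC controls, therefore do not mark out the first 3 comparisons. The interactions added after seeing the data were not called for this list (fry adjusted p 0.699 for LHX2, 0.81 for ZNF503 and 0.57 for ZNF711). Their lowest value over the settings was 0.0168, with camera for ZNF711.

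With 1 library left out, the second heart field call was lost without VM TRAC replicate 1 (0.0599), VM TRAC replicate 2 (0.107) and VM ZNF711 replicate 3 (0.117). The neural call was lost without VM TRAC replicate 1 (0.0732), VM TRAC replicate 2 (0.11), VM ZNF711 replicate 1 (0.0733) and VM ZNF711 replicate 2 (0.0942). The pluripotency call was lost without VM TRAC replicate 1 (0.0558), and the cell cycle call without VM TRAC replicate 1 (0.0559) and VM ZNF711 replicate 2 (0.0544).

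The cardiomyocyte list, tested as a main result, had mean log2 fold changes of −0.07 in AM LHX2 (fry adjusted p 0.93), −0.33 in AM ZNF503 (0.506), 0.47 in AM ZNF711 (0.219), 0.16 in VM LHX2 (0.728), 0.19 in VM ZNF503 (0.689) and −0.71 in VM ZNF711 (0.0841). Camera with the preset correlation moved it most, calling AM ZNF503 (0.00021, range over settings 0.00021 to 0.554), AM ZNF711 (2.66e-07, 2.66e-07 to 0.306), VM ZNF503 (0.0243, 0.0243 to 0.713) and VM ZNF711 (8.85e-09, 8.85e-09 to 0.275). The added block in each condition called AM ZNF711 (0.0377) and VM ZNF711 (0.00359). Mean scores in log2 CPM were 7.81 (SD 0.17) in VM ZNF711 and 8.52 (SD 0.44) in VM TRAC, with all 3 libraries below all 3 controls, and 8.25 (SD 0.15) in AM ZNF711 and 7.78 (SD 0.29) in AM TRAC. Without VM TRAC replicate 3 the VM ZNF711 value was −0.96 and was called (0.0224).

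The epicardial list, the other main result, had −0.14 in AM LHX2 (fry adjusted p 0.861), −0.05 in AM ZNF503 (0.971), −0.28 in AM ZNF711 (0.678), −0.05 in VM LHX2 (0.961), −0.02 in VM ZNF503 (0.987) and 0.72 in VM ZNF711 (0.118). The replicate block called it in VM ZNF711 (0.0385, range over settings 0.00257 to 0.306; 12 of 12 genes up). Without VM TRAC replicate 3 the value there was 1.12 and was called (0.00407).

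Further lists in VM ZNF711 were not called without a block but were called with the replicate block, with a block in each condition and with camera at the preset correlation: atrial 0.88 (8 of 10 up, fry adjusted p 0.0515 without and 0.0296 with the block, 0.00954 to 0.275 over the settings), ventricular −0.43 (2 of 10 up, 0.118 and 0.0443, 0.016 to 0.306), fibroblast 0.76 (11 of 12 up, 0.0719 and 0.0211, 0.000321 to 0.275) and endoderm 1.27 (10 of 10 up, 0.219 and 0.0136, 0.000815 to 0.481). Not called under any of these were smooth muscle (0.10, 0.987), endothelial (−0.06, 0.847) and retinoic acid response (0.16, 0.861). In AM LHX2 the block called smooth muscle (−0.49, 0 of 8 up, 0.14 and 0.0124, 0.00697 to 0.306). In AM ZNF711 it called endoderm (0.99, 10 of 10 up, 0.451 and 0.0496, 0.00131 to 0.484) and second heart field (0.13, 4 of 7 up, 0.182 and 0.0497, 0.0497 to 0.275). In VM LHX2 it called none, and the block in each condition called endoderm (−0.92, 0 of 10 up, 0.451 without a block and 0.0325, 0.00131 to 0.484) and second heart field (0.25, 6 of 7 up, 0.194 and 0.0467, 0.039 to 0.258).

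**Figure D5:**
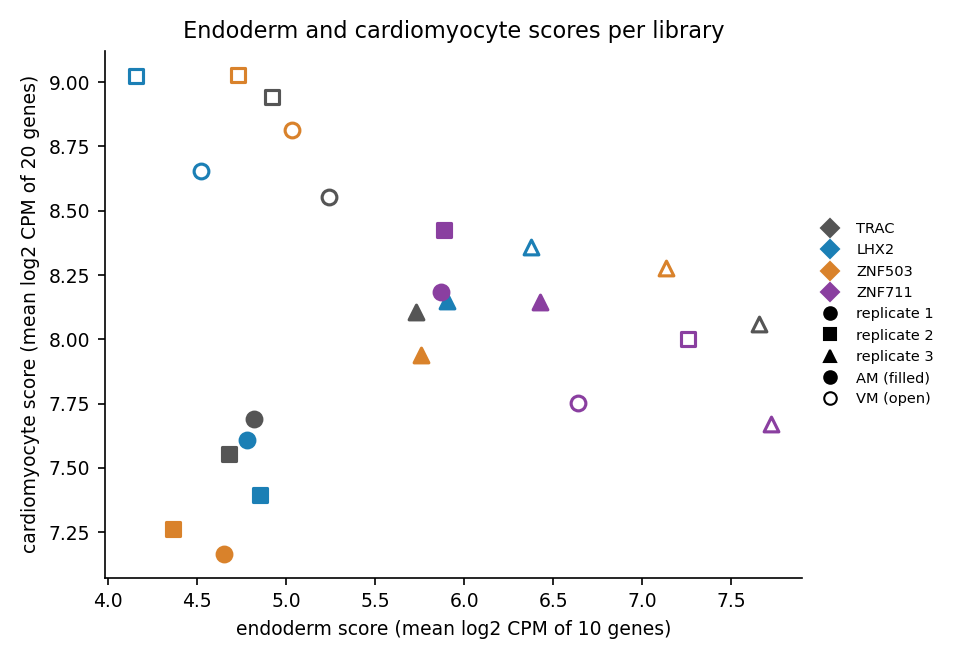
Endoderm score (x axis, mean log2 CPM of 10 genes) against cardiomyocyte score (y axis, mean log2 CPM of 20 genes), with colour for genotype, filled markers for AM, open markers for VM, and circle, square and triangle for replicates 1, 2 and 3. VM ZNF711 lies at high endoderm and low cardiomyocyte scores among the VM libraries, near VM replicate 3 of the other genotypes on the x axis.

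Adjusted over all genes, 1 list gene was called in VM ZNF711 and none in the other comparisons with TRAC, where 10, 3, 19, 7 and 5 list genes had an unadjusted p under 0.05 in AM LHX2, AM ZNF503, AM ZNF711, VM LHX2 and VM ZNF503. Adjusted over the lists alone, 3, 0, 5, 0 and 0 were called there and 31 in VM ZNF711, 10 of them cardiomyocyte and 9 cell cycle genes. With the replicate block, 17 list genes were called in VM ZNF711 over all genes and 54 over the lists alone.

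The interaction tests asked whether a targeted group differed from TRAC by another amount in AM than in VM. None was called for LHX2 (660 genes at unadjusted p under 0.05, 3.72%) or ZNF503 (346, 1.95%), and both shares lay under 0.05. For ZNF711, 1 gene was called, NELL2, with −3.52 (standard error 0.41, edgeR adjusted p 0.000104, range over settings 3.13e-09 to 0.00298). NELL2 was 3.47 higher in VM ZNF711 and −0.05 (standard error 0.24) in AM ZNF711, with means of 32.1 CPM (SD 6.26) in AM ZNF711 and 33.3 CPM (SD 5.09) in AM TRAC. With the replicate block, LHX2 and ZNF503 stayed at 0 (1456 and 738 genes at unadjusted p under 0.05), and ZNF711 had 5 genes. Besides NELL2 these were NR2F2-AS1 (−2.43, standard error 0.39, edgeR adjusted p 0.00561), CADM1 (−1.19, standard error 0.21, 0.0151), ADPRHL1 (1.05, standard error 0.19, 0.0321) and MAPK4 (1.35, standard error 0.26, 0.034), chosen after their values were seen.

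Among the settings chosen in advance, testing without a filter moved the interactions most, to 40, 3 and 209 genes for LHX2, ZNF503 and ZNF711. The added block in each condition gave 450 for ZNF711. For ZNF711, leaving out VM TRAC replicate 3 gave 28 genes, and leaving out VM TRAC replicate 1 or VM ZNF711 replicate 3 gave 2 genes. DESeq2 and the filter at 1 CPM each gave 2.

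The similarity of a targeted group's differences from TRAC between AM and VM was measured over all 17724 genes to ask whether the conditions shared a response. Pearson correlations of log2 fold changes were 0.07 for LHX2, 0.00 for ZNF503 and 0.06 for ZNF711. Keeping only genes at a log2 CPM of 3 or more (11721 genes) moved them most, to 0.16, −0.04 and 0.10. Between differently targeted groups of the same condition, correlations in AM were 0.44 for LHX2 with ZNF503, 0.31 for LHX2 with ZNF711 and 0.38 for ZNF503 with ZNF711, and in VM 0.44, 0.19 and 0.28. These pairs share their TRAC controls. Simulated counts without any change from TRAC gave means of 0.47 in AM (0.44 to 0.50) and 0.48 to 0.49 in VM (0.47 to 0.50) over 20 draws, so 5 of the 6 observed values lay below the simulated range. The value for LHX2 with ZNF503 in AM equalled its lower end, and the cause was not tested. At a log2 CPM of 3 or more the observed values were 0.43, 0.16 and 0.22 in AM and 0.47, −0.03 and 0.12 in VM, in the order LHX2 with ZNF503, LHX2 with ZNF711 and ZNF503 with ZNF711, and the simulation was not repeated there. Leaving out a replicate number raised LHX2 with ZNF711 in VM to between 0.26 and 0.31, highest without replicate 3.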

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

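Of the tests in this part, the endoderm test of NELL2 and the scaling tests of the 4 lists were chosen only after the result was seen.

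NELL2 differed between the conditions in its response to ZNF711 by −3.52 (edgeR adjusted p 0.000104), higher in all 3 VM ZNF711 libraries than in VM TRAC and not in AM ZNF711. It was singled out because the interaction test called it. A difference in depth was argued against: with every library thinned to 2899786 counts the difference was −4.19 (standard error 0.60, edgeR adjusted p 0.00267). More endoderm-like cells in VM ZNF711 were also argued against as the whole cause. Replicate 3 of VM TRAC, LHX2 and ZNF503 had AFP at 9690 CPM, near the 10400 CPM of VM ZNF711, and yet NELL2 stood at 1.59 CPM there against 12.4 CPM. The log2 ratio of NELL2 in these replicates over replicates 1 and 2 was 0.42 (25 against 33 counts, 95% interval −0.39 to 1.21, counting error only), whereas AFP had 2.76. The limit that decided this test, the VM ZNF711 effect less 2 standard errors, was set after the ratio was seen. Among 32 splits of the ZNF711 and TRAC libraries that part every replicate pair in both conditions, 8 gave at least as many interaction genes as the real one. These 8 keep or exchange all VM labels, which leaves the VM difference of NELL2 in place, so they do not test it. The 24 splits that mix VM labels gave 0 genes (173 to 909 at unadjusted p under 0.05). NELL2 kept its call in every fit that left out 1 library (−3.69 to −3.34). Other cell types, differences between cultures or clones and an effect of ZNF711 in the ventricular condition remain open and were not tested.

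The 4 lists that follow were singled out because every replicate pair of one condition moved one way and every pair of the other the opposite way, without a test. Among 39 combinations of list and target label 4 did so, where 1.22 would do so if signs were random and independent. The targets share TRAC libraries, and the endothelial list was lower in every pair, so the signs are not independent. No excess is read from this count. The 39 list interactions tested afterwards gave no call, with or without the replicate block.

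The cardiomyocyte list moved up in AM ZNF711 (paired differences 0.49, 0.87 and 0.04) and down in VM ZNF711 (−0.80, −0.94 and −0.39), a difference of 1.18 with all 20 genes in that direction. The fry adjusted p was 0.296, 0.185 with the replicate block, 0.00806 with a block in each condition and 7.77e-16 with camera at the preset correlation. Scaling was argued against, as the difference nearest 0 under the other scalings was 1.17. The differences within the 3 replicate numbers were 1.30, 1.81 and 0.43, but the list was singled out by the signs of these same pairs, so the smallest value of 0.43 decides nothing about the differentiation run. The run, differing cell mixtures and an effect of ZNF711 remain open.

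The ventricular list moved up in AM ZNF711 (0.02, 0.45 and 0.28) and down in VM ZNF711 (−0.26, −0.66 and −0.37), a difference of 0.68 with 8 of 10 genes in that direction. The fry adjusted p was 0.319 (0.185 with the replicate block, 0.073 with a block in each condition, 0.00627 with camera). The difference nearest 0 under the other scalings was 0.67, which argued against scaling. Cell mixture, run and an effect of ZNF711 were not tested for this list and remain open.

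The cardiomyocyte list moved down in AM ZNF503 (−0.53, −0.29 and −0.16) and up in VM ZNF503 (0.26, 0.08 and 0.22), a difference of −0.52 with 1 of 20 genes up. The fry adjusted p was 0.605 (0.477 with the replicate block, 3.04e-05 with camera). Scaling was argued against by a value nearest 0 of −0.49. Because ZNF503 RNA was higher in these libraries, the direction is relative to TRAC and does not give the sign of a loss of ZNF503.

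The retinoic acid response list moved down or stayed level in AM ZNF503 (−0.03, −0.29 and 0.00) and up in VM ZNF503 (0.11, 0.13 and 0.05), a difference of −0.21 with 3 of 11 genes up. The fry adjusted p was 0.624 (0.463 with the replicate block, 0.438 with camera). Its value nearest 0 under the other scalings was −0.19, but with scaling to library size alone the pairs in AM were 0.00, −0.27 and 0.02 and no longer all lower. The difference itself hardly moved with the scaling. The signs of the AM pairs near 0 did depend on it, so a move in opposite directions was not established for this list. Cell mixture, run and random variation between cultures were not tested for this list and remain open.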

How the results depend on the processing

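Each result was recomputed with 1 choice changed at a time. The replicate block within each condition, the block with length correction and the list interactions were chosen after seeing the data. Among genes and lists with a test, the reversals were LHX2 RNA in AM LHX2 and cardiomyocyte or epicardial list values near 0 in comparisons with TRAC, as given below.

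Among the counts of genes, 64 kept within 1.5 times their value and 41 moved. Without a filter, which tested more genes and used other dispersions, the counts were 97 for AM LHX2, 16 for AM ZNF503, 99 for AM ZNF711, 136 for VM LHX2, 4 for VM ZNF503 and 495 for VM ZNF711, and 40, 3 and 209 for the interactions of LHX2, ZNF503 and ZNF711. The simulations used only the 17724 filtered genes, so the error rate of these counts without a filter was not tested. DESeq2 gave 37 for AM LHX2, 1 for AM ZNF503 (ZNF503 itself), 59 for VM ZNF711 and 2 for the ZNF711 interaction. The filter at 1 CPM gave 2 for the ZNF711 interaction. Fitting only the groups compared, with fewer libraries for the dispersion, gave 167 for AM LHX2, 3 for AM ZNF503, 17 for AM ZNF711, 0 for VM ZNF711 (893 at unadjusted p under 0.05) and 995 for AM TRAC against VM TRAC, 986 of them among the 2003. Scaling by relative log expression moved no count by 1.5 times. Scaling to library size alone moved the share higher in AM from 54.7% to 65.9% in LHX2 and from 53.8% to 64.7% in ZNF503. Scaling by relative log expression moved it from 51.5% to 49.2% in ZNF711. The cause of these changes was not tested.

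The replicate block gave 201 for AM LHX2, 1 for AM ZNF503, 7 for AM ZNF711, 1 for VM LHX2, 402 for VM ZNF711 and 5 for the ZNF711 interaction. It gave 3430, 2781, 2642 and 4150 for AM against VM in TRAC, LHX2, ZNF503 and ZNF711. It lowers the residual variation, with a coefficient of variation of 16.9% in place of 25.0%. A block within each condition gave 552, 10 and 94 for AM LHX2, ZNF503 and ZNF711, 8 and 1485 for VM LHX2 and ZNF711, 4204, 3459, 3357 and 4923 for AM against VM, and 9 and 450 for the interactions of LHX2 and ZNF711. For AM LHX2 the block with length correction gave 147. Besides these genes and the lists given in the results, the replicate block changed no other call: VM ZNF503 and the interactions of LHX2 and ZNF503 stayed at 0 with 598, 1456 and 738 genes at unadjusted p under 0.05.

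Leaving out each of the 24 libraries kept 81 counts and moved 15. The counts ran from 0 to 1 in VM LHX2 (1 without VM LHX2 replicate 1), 0 to 1 in VM ZNF503 (1 without VM ZNF503 replicate 3) and 1 to 637 in VM ZNF711 (637 without VM TRAC replicate 3, and 1 without VM TRAC replicate 2 or VM ZNF711 replicate 1). For AM against VM they ran from 1147 to 1812 in TRAC (1147 without AM TRAC replicate 2), 902 to 1272 in LHX2 (902 without AM LHX2 replicate 2 and 1011 without AM LHX2 replicate 1), 1031 to 1274 in ZNF503 (1031 without AM ZNF503 replicate 1) and 1331 to 2125 in ZNF711 (1331 without VM ZNF711 replicate 3, 1356 without AM ZNF711 replicate 2 and 1525 without VM ZNF711 replicate 2). The ZNF711 interaction ran from 1 to 28 (28 without VM TRAC replicate 3, and 2 without VM TRAC replicate 1 or VM ZNF711 replicate 3). With 1 library fewer a group has 2, which lowers the power of its tests, and the cause of the rises was not tested.

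Among named genes, 120 values kept direction and side of the threshold, 8 became called and 6 lost their call, the 6 all when only the groups compared were fitted. The gains were ZNF503 in AM under no filter (1.39, 7.04e-10), a block in each condition (1.39, 0.0488), DESeq2 (1.40, 0.0171) and only the groups compared (1.41, 0.000134), ZNF503 in VM under no filter (1.40, 3.04e-07), and ZNF703 under no filter (0.85, 0.0254), the replicate block (0.87, 0.0387) and a block in each condition (0.86, 0.000706). With 1 library left out, 97 values held, 7 lost their call, 1 gained it and 3 reversed. LHX2 in AM LHX2 ran from −0.67 to 1.05 and reversed without AM LHX2 replicate 3 (−0.67), AM TRAC replicate 1 (−0.25) and AM TRAC replicate 2 (−0.23). Its counts are near the floor, so depth limits any statement on LHX2 RNA. APOA4 ran from −11.31 to −5.80 and lost its call without AM TRAC replicate 2 (−7.41, 0.0512).

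For the cardiomyocyte, epicardial, atrial, ventricular and retinoic acid response lists named in advance as main results, 122 values held. Camera with the preset correlation called the cardiomyocyte list in AM ZNF503 (−0.33, 0.00021), AM ZNF711 (0.47, 2.66e-07), VM ZNF503 (0.19, 0.0243) and VM ZNF711 (−0.71, 8.85e-09) and the epicardial list in VM ZNF711 (0.72, 0.00257). The block in each condition called the cardiomyocyte list in AM ZNF711 (0.47, 0.0377) and VM ZNF711 (−0.71, 0.00359) and the epicardial list in VM ZNF711 (0.72, 0.0181), which the replicate block also called (0.72, 0.0385). The epicardial list in VM ZNF503 reversed from −0.02 to 0.02 with the filter at 1 CPM (0.957). In AM TRAC against VM TRAC, camera with estimated correlation lost the ventricular list (−1.67, 0.0683) and the retinoic acid response list (0.81, 0.248), and the preset correlation lost the latter (0.81, 0.0503). The cause was not tested. Of the other lists, 128 values held and 25 lost their call, and 88 held and 14 lost it with 1 library left out. In VM ZNF711 these were second heart field without VM TRAC replicates 1 (0.0599) or 2 (0.107) or VM ZNF711 replicate 3 (0.117), neural without VM TRAC replicates 1 (0.0732) or 2 (0.11) or VM ZNF711 replicates 1 (0.0733) or 2 (0.0942), pluripotency without VM TRAC replicate 1 (0.0558), and cell cycle without VM TRAC replicate 1 (0.0559) or VM ZNF711 replicate 2 (0.0544). Smooth muscle in AM TRAC against VM TRAC lost it without AM TRAC replicates 2 (0.0539) or 3 (0.142) or VM TRAC replicates 1 (0.115) or 2 (0.0981).

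Leaving out 1 library moved the cardiomyocyte list from −0.29 to 0.09 in AM LHX2 (0.09 without AM LHX2 replicate 2 or AM TRAC replicate 3), from −0.08 to 0.37 in VM LHX2 (−0.08 without VM TRAC replicate 3 and −0.02 without VM LHX2 replicate 2), from −0.04 to 0.41 in VM ZNF503 (−0.04 without VM TRAC replicate 3) and from −0.96 to −0.51 in VM ZNF711 (−0.96, called at 0.0224, without VM TRAC replicate 3). The epicardial list ran from −0.14 to 0.03 in AM ZNF503 (0.03 without AM TRAC replicate 3 and 0.02 without AM ZNF503 replicate 3), from −0.32 to 0.35 in VM LHX2 (0.35 without VM TRAC replicate 3 and 0.07 without VM LHX2 replicate 1), from −0.35 to 0.39 in VM ZNF503 (0.39 without VM TRAC replicate 3, 0.18 without VM ZNF503 replicate 1 and 0.11 without VM ZNF503 replicate 2) and from 0.44 to 1.12 in VM ZNF711 (1.12, called at 0.00407, without VM TRAC replicate 3). The cardiomyocyte list kept its direction in AM ZNF503 (−0.57 to −0.17) and AM ZNF711 (0.35 to 0.62). The epicardial list did so in AM LHX2 (−0.23 to −0.06) and AM ZNF711 (−0.38 to −0.13).

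The correlations of AM and VM effects at log2 CPM 3 or more were 0.16 for LHX2, −0.04 for ZNF503 and 0.10 for ZNF711. Leaving out a replicate number gave 0.01 to 0.09 for LHX2 (0.01 without replicate 3 and 0.02 without replicate 2), −0.02 to 0.00 for ZNF503 (−0.02 without replicate 2) and 0.02 to 0.05 for ZNF711 (0.02 without replicate 2 and 0.04 without replicate 3). Between targeted groups, where the limit took LHX2 with ZNF711 in VM from 0.19 to −0.03, 5 correlations moved with the limit on expression and 10 with a replicate number left out. No scaling moved the median of all genes by more than 0.097.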

Other observations

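Of the tests in this part, the scaling tests of the cardiomyocyte and endoderm lists, the mitochondrial messenger RNA and ribosomal RNA removal tests, and the paralog test of ZNF503 were chosen only after the result was seen.

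Other splits of the libraries were tested for each count of genes. A split parts the replicate pairs when the libraries of each number fall in different groups, and 4 of the 10 splits of 6 libraries do so, so the share cannot go under 0.25. As many genes as in the real split came in 4 of the 4 for AM LHX2, AM ZNF503, AM ZNF711, VM LHX2 and VM ZNF503, where the real count is 0. Counted at unadjusted p under 0.05, as many came in 1 of the 4 for these, except 2 of the 4 for VM ZNF503. For VM ZNF711 and each of the 4 comparisons of AM with VM, 1 of the 4 gave as many, the real one. The other 6 splits leave some pairs together. For VM ZNF711 they reached 360 genes, with VM TRAC replicate 3 and VM ZNF711 replicates 2 and 3 against the rest. For VM ZNF503 they reached 163 genes, with VM ZNF503 replicates 1 and 2 and VM TRAC replicate 2 against the rest. For VM LHX2 they reached 3 genes, with VM LHX2 replicates 1 and 2 and VM TRAC replicate 1 against the rest. In each of these 3 splits both libraries of replicate 3 lay in the same group, and with the replicate block the real splits gave 402, 0 and 1 genes.

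For the interactions, 32 of 32 splits gave as many genes for LHX2 and for ZNF503, where the real count is 0, and 8 of 32 for ZNF711. At unadjusted p under 0.05 as many came in 7, 3 and 2 of the 32. All 8 for ZNF711 keep or exchange every VM label and so leave the VM difference in place, and the 24 that mix VM labels gave 0 (173 to 909 genes at unadjusted p under 0.05). With the replicate block, 6 of 32 splits gave at least the 5 genes of ZNF711. Of these, 5 keep or exchange every VM label, among them the real split and the highest, with 281 genes, which keeps the real AM groups and exchanges all VM labels. The remaining 1, with 34 genes, keeps the real AM groups and exchanges the VM labels of replicates 1 and 2 but not of replicate 3. The pairwise counts with the block were 201 for AM LHX2, 7 for AM ZNF711 and 1 for AM ZNF503, against 0 in their other splits.

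Replicate 3 had the highest endoderm score in VM TRAC, VM LHX2 and VM ZNF503, by 2.41, 1.85 and 2.10 above the next replicate. The smallest gap with scaling to library size alone was 1.78, which argued against scaling. All 10 endoderm genes were counted well enough to be tested in these libraries and none is on another list. AFP, among the most abundant of them, had 9690 CPM in these replicates. Endoderm-like cells in the cultures are a candidate source, and no biological explanation was tested because the labels do not say what the replicate number stands for.

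The cardiomyocyte list was lower in VM ZNF711 than in VM TRAC (−0.71). Scaling was argued against, as the value nearest 0 under the other scalings was −0.72. Against the line of cardiomyocyte score on endoderm score in the 9 other VM libraries (slope −0.26), the 3 VM ZNF711 libraries lay at −0.59, −0.18 and −0.39, a mean of −0.39, where the 9 spanned −0.24 to 0.18. Since 1 of the 3 lay inside that span and the endoderm scores of VM ZNF711 (6.64 to 7.72) overlap only the upper end of the 9 (4.16 to 7.65), a larger share of endoderm-like cells and an effect of ZNF711 cannot be told apart here.

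Genes higher in AM than in VM tended to be higher in VM ZNF711. The 589 AM-high genes had a median log2 fold change of 0.13 (62.1% up) and the 441 VM-high genes −0.19 (34.7% up), with −0.01 over all genes. In VM TRAC, replicate 3 differed from replicates 1 and 2 by a median of 0.12 over the same AM-high genes, and by 0.01 in VM LHX2 and 0.04 in VM ZNF503. Within replicates 1, 2 and 3 the medians were 0.15, 0.16 and 0.04. As VM TRAC alone held a shift of that size, the VM ZNF711 change and the replicate 3 shift cannot be told apart for the AM-high genes. Over the VM-high genes the replicate 3 shift was smaller than the change in VM ZNF711, with −0.09 in VM TRAC, −0.11 in VM LHX2 and −0.13 in VM ZNF503, and the medians within replicates 1, 2 and 3 were −0.20, −0.24 and −0.10. The replicate 3 shift of VM TRAC was 46% of the VM ZNF711 change there, and the spread of these medians was not estimated, so the rest of that change stays open.

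The 201 genes called in AM LHX2 with the replicate block might follow transcript length. Genes called higher were longer (median 7548 bp) than genes called lower (2849 bp) and than all tested genes (4579 bp). A correction for exonic length in each library, over 17191 genes with a length, brought the Spearman correlation of effect and length from 0.092 to −0.021. It kept 133 of 199 calls and gave 147 in total, which argued against length as the whole cause. AM LHX2 held the 2 smallest libraries, and an effect of LHX2 and a difference between cultures remain open.

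MT-RNR1 and MT-RNR2, chosen after their values were seen, were lower in AM LHX2 by log2 fold changes of −4.92 (standard error 0.86) and −5.36 (standard error 0.95), with edgeR adjusted p values of 0.131 without and 0.0163 with the replicate block for each. MT-RNR2 had 40.5, 31.8 and 45.3 CPM in AM LHX2 against 2110, 1390 and 1340 CPM in AM TRAC, and at least 388 CPM in the other AM libraries. Less mitochondrial RNA in the cells was argued against, as the 13 mitochondrial messenger RNAs had a median of −0.53 (−2.19 to −0.15). Length was argued against by a median of −0.06 over 1271 nuclear genes of the same exonic length (860 to 1714 bp). Removal of ribosomal RNA may have differed between libraries, since MT-RNR2 also ranged 12.4-fold within VM LHX2 (127, 195 and 1570 CPM). RN7SL1 and RMRP, which are not ribosomal RNAs and were chosen after their values were seen, were also lower in AM LHX2, with −1.65 (standard error 0.74, edgeR adjusted p 0.629 without and 0.0268 with the replicate block) and −1.72 (standard error 0.57, 0.457 and 0.0211). Removal of ribosomal RNA alone leaves RN7SL1 and RMRP unaccounted for. Both are shorter than the 860 bp at which the length-matched genes begin. That length test therefore does not cover RN7SL1 and RMRP, and length stays open for them. These 2 RNAs also varied within VM TRAC, RN7SL1 from 918 to 6050 CPM and RMRP from 974 to 3690 CPM. A difference in RNA removal or library preparation cannot be told apart from an effect of LHX2 for MT-RNR1 and MT-RNR2, because no label gives the library batch.

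ZNF503 RNA was higher in the libraries labelled ZNF503 by 185 CPM in AM and 22.5 CPM in VM. Counts assigned to the antisense genes ZNF503-AS1 and ZNF503-AS2 together equalled at most 14.5% of the gain, in VM, and 9.8% in AM. ZNF503-AS2 changed by 1.22 (standard error 0.46) in AM and 0.36 (standard error 0.53) in VM. It overlaps ZNF503, and the strandedness was not stated. Antisense reads counted as ZNF503 in the overlap are not bounded by these values and remain open. ZNF703, the paralog of ZNF503, rose by 0.87 (standard error 0.20) in AM and 0.49 (standard error 0.22) in VM, at most 45.3% of the gain. Reads shared between the paralogs and a rise of ZNF703 itself cannot be told apart from counts per gene. A transcript that is made but carries a disrupted reading frame may be more abundant, and neither the guide positions nor the protein were analysed here.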
